A study of Mus musculus with 5 samples. Its data were reported in "TET3 protects the Dlk1-Dio3 imprinted locus from DNA hypomethylation during adult NSC reprogramming" (2025).

How the data were processed

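MeDIP-seq libraries of 3 NSC cultures and 2 iPSC cultures, labelled as C57BL/6J, were analysed from the deposited genome-wide table. The authors aligned reads to the mouse genome (mm10) with the MEDUSA pipeline and counted them in 100-bp windows with the MEDIPS package. The deposited table gives, for each of 9203202 windows and each library, read counts, RPKM values and a relative methylation score of MEDIPS, together with the CpG coupling factor of the window and the log2 fold change, p-value and adjusted p-value of the authors. The smallest sum of counts over the libraries was 10 and the smallest coupling factor was 1, so windows with fewer counts or without CpG were not listed. The coupling factor equalled the CpG count in the GRCm38 sequence in 100.0% of the windows when a CpG starting at the last base was included. Libraries were assigned to groups and replicate numbers by the labels and the column names of the table. The replicate numbers were not treated as pairs, as the deviations of like-numbered libraries from their group means correlated at 0.002 and 0.019 across 1-kb bins.

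The counts, not the deposited scores, were used for all tests. Their sums ran from 124147396 to 151722614 per library, or 2.21 to 2.48 windows per read implied by the deposited RPKM values. A read extended over neighbouring windows enters each of them, so neighbouring windows are not independent and intervals cover counting error only. Counts were scaled by TMM factors of 0.95, 0.89 and 0.893 (NSC replicates 1 to 3) and 1.15 and 1.15 (iPSC replicates 1 and 2), computed on the windows. CPM denotes counts in a window or feature scaled by the effective size of the library (counts times the TMM factor). Groups were compared with quasi-likelihood tests of edgeR 4.0.16 in R 4.3.3, without covariates, and p-values were adjusted by Benjamini-Hochberg at a threshold of 0.01. Each fold change is iPSC over NSC. The standard error was taken as the size of the log2 fold change divided by the square root of the F statistic.

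Regions were runs of touching windows among the 5% with the highest mean CPM over the 5 libraries, and were tested on summed counts. ICRs (23 germline and 10 somatic intervals, positions taken from the study before the data were examined) were tested on the sum of the windows that overlap them, together with promoters (1 kb on each side of the start of 20810 protein-coding genes of GENCODE vM21), 7 promoters of the Dlk1-Dio3 cluster and 2139678 bins of 1 kb. Adjusted values over all features and over the list alone are given. The list was not chosen on these libraries. CpG islands were found in the GRCm38 sequence outside soft-masked repeats, with a length above 200 bp, a GC share of at least 0.5 and an observed over expected CpG ratio above 0.6, and shores reached 2000 bp from them. Shares of counts were compared by a two-sided exact permutation test over all splits of the libraries. The ICRs and, in each direction, the 5 regions with the smallest p among those past the threshold and fully separated between groups were chosen for naming before the data were examined.

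The tests were tested on simulated data with 200 changed features. In windows 76.5% of these were recovered with 0 false calls, in regions 96.0% with 3, and in 1-kb bins 76.5% with 0. The changed features were drawn from those with at least 100 counts, with as many raised as lowered. All simulated features shared a common dispersion, and the scaling was known. These figures therefore do not describe weaker windows, features of unlike spread or changes that lie mostly in a single direction.

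The alternatives were scaling by library size alone, by TMM factors from 10-kb bins and by DESeq2 size factors, a replicate block by replicate number, leaving out each library in turn, a minimum of 50 counts per window, an adjusted p below 0.05, top 1% and 10% of windows, ranking by the mean of the group means, regions touching islands or shores, merging of window p-values by their harmonic mean, DESeq2 1.42.0 and the exact test of edgeR on summed counts (for ICRs with every 50th 1-kb bin), the IG-DMR widened by 1 kb, medians of window values, and the deposited p-values. The deposited adjusted p equalled the deposited p times the number of windows, capped at 1, within 5.1e-15.

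Read depth along chromosomes was measured in windows with 1 or 2 CpG and a mean signal below the median, in bins of 5 Mb. This mean signal was that of the window ranking, without the TMM factor. Coding exon windows held at least 50 bp of coding sequence, and intron windows held no exon. ICRs were compared with 1-kb bins of like CpG count per window and like NSC signal. Data were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. One somatic interval whose end lay before its start was left out, and intervals listed repeatedly with the same bounds were used once. Expression data of the same cells were not analysed here.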

Results

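DNA methylation was profiled by MeDIP-seq, in which DNA fragments are enriched with an antibody against 5-methylcytosine and then sequenced, in 5 libraries of cultures labelled as C57BL/6J mouse. The NSC group comprised 3 libraries of neural stem cell cultures from the adult subventricular zone that had received a control vector. The iPSC group comprised 2 libraries of induced pluripotent stem cells obtained from such cultures by retroviral expression of Oct4 (Pou5f1) and Klf4. The counts of 100-bp windows summed to 142720503, 145886399 and 135390463 in NSC replicates 1 to 3, and to 151722614 and 124147396 in iPSC replicates 1 and 2. These sums count a read in every window that it was extended over. The deposited RPKM values imply 2.21 to 2.48 windows per read. Across 1107799 genomic bins of 1 kb with at least 100 counts, Pearson's r of the log2 scaled counts ranged from 0.924 to 0.939 within groups and from 0.699 to 0.733 between groups. These correlations are across bins, which are not independent replicates.

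The comparison of iPSCs with NSCs asked where methylation changed during reprogramming and whether genomic imprints were kept. Of 9203202 windows, 540009 (5.87%) differed at an adjusted p below 0.01 (edgeR, 3 NSC and 2 iPSC libraries), of which 418821 were lower and 121188 higher in iPSCs. The lower windows made up 77.6% of these calls. The median log2 fold change over all windows was 0.04, and scaling by library size alone moved it by 0.33 and reduced the lower share to 56.7% (296121 lower and 225811 higher). The alternative that changed the number most was a replicate block, with 80983 windows. The number also depended on single libraries, with 211482 windows without iPSC replicate 1, 242823 without iPSC replicate 2 and 332559 without NSC replicate 3. In CpG islands 37878 of 63148 listed windows passed the threshold and 99.4% of them were lower. The median log2 fold change was -3.54 over the listed island windows. Windows with fewer than 10 counts over the libraries were not listed, so island windows with little signal in both groups do not enter this median. In shores 70902 of 353891 windows passed, and outside islands and shores 431229 of 8786163, with 95.7% and 72.7% of the calls lower in iPSCs.

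Touching windows among the 5% with the highest signal formed 149033 regions with a median length of 300 bp. Of these, 46516 (31.2%) differed between the groups, 43533 lower and 2983 higher in iPSCs, so that 93.6% of the calls were losses of signal. Scaling by library size alone gave 35144 regions, 80.4% of them lower. Among the 12097 regions touching a CpG island or shore, 8488 passed the threshold, 8411 lower and 77 higher in iPSCs. When the adjustment covered these regions alone 8912 passed, the alternative that moved the number most. Another signal filter gave 14355 regions among the top 1% of windows and 73315 among the top 10%. Without chromosomes 6, 14 and X, an alternative chosen after the depth along the chromosomes had been seen, 40176 of 132337 regions passed, 93.5% of them lower.

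The 5 regions with the smallest p among those lower in iPSCs had adjusted p-values of 5.95e-09 (edgeR) and were lower in each of the 2 iPSC libraries than in each NSC library. The first (GRCm38 chromosome 12, 23800301 to 23801200) covered the processed pseudogene Gm47437 and fell from 27.3 ± 1.28 CPM (counts scaled to effective library size, mean ± SD) in NSCs to 0.0602 ± 0.00407 in iPSCs. Reads of a processed pseudogene can be shared with its parent gene. The second lay in an exon of Ptprs (chromosome 17, 56424901 to 56426000), with a log2 fold change of -8.46. The next was intergenic (chromosome 12, 21778001 to 21779200), 360364 bp from Ywhaq, with -8.16. The remaining pair overlapped exons of Dact3 (chromosome 7, 16884901 to 16886700; log2 fold change -7.14) and Rbmxl2 (chromosome 7, 107209101 to 107210700; log2 fold change -9.04).

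The 5 regions with the smallest p among those higher in iPSCs were 100 to 200 bp long and had adjusted p-values from 1.25e-08 to 2.09e-08 (edgeR). The processed pseudogene Gm6822 (chromosome 1, 55160901 to 55161100) had 2 counts in the NSC libraries and 746 in the iPSC libraries, a ratio of 454 per scaled count, with a 95% exact binomial interval from 125 to 3757 that covers counting error only. Introns of Tcf4 (chromosome 18, 69516601 to 69516800) and Srgap1 (chromosome 10, 121836801 to 121837000) had 4 and 5 NSC counts against 970 and 679 iPSC counts. The lincRNA Gm12968 (chromosome 4, 128873001 to 128873100) and an intergenic window 17902 bp from Rps6kc1 (chromosome 1, 190682201 to 190682300) had 4 NSC counts each, against 289 and 285 iPSC counts.

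Among the listed windows, which leave out those with little signal in both groups, the change depended on the CpG content of the window. The median log2 fold change was 0.16 in windows with 1 CpG, -0.13 with 3, -0.39 with 5, -1.02 with 8, -2.03 with 10 and -4.38 with 15. Windows with at least 5 CpG held 22.6% ± 0.777 (SD, n = 3) of the counts in NSCs and 14.4% ± 0.105 (SD, n = 2) in iPSCs, with a two-sided exact permutation p of 0.1, the smallest that 3 against 2 libraries allow. CpG islands held 6.04% ± 0.834 of the counts in NSCs and 0.926% ± 0.0128 in iPSCs (exact permutation p 0.1). With windows of at least 3 CpG as the rich class, the shares were 52.0% and 43.0%.

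**Figure D1:**
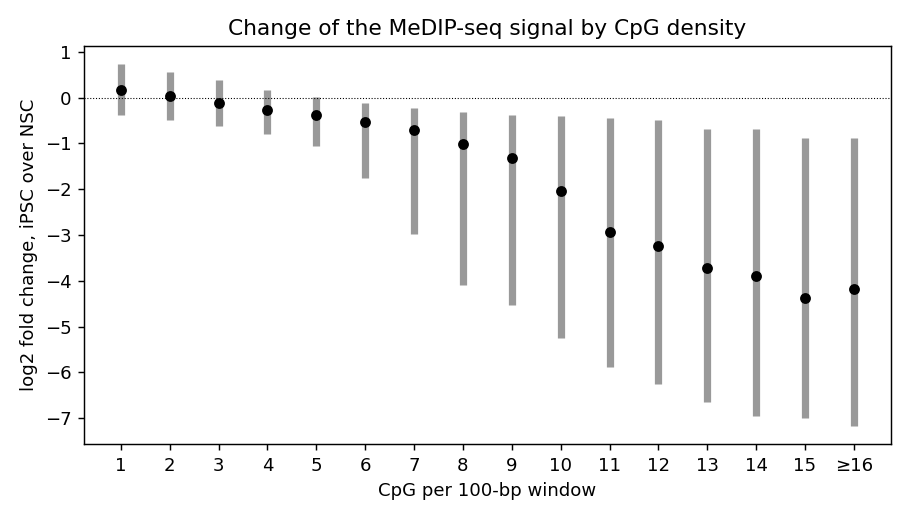
Log2 fold change of the window signal, iPSC over NSC, by the number of CpG in the 100-bp window, with medians as points and interquartile ranges as bars. The median falls from 0.16 at 1 CpG to -4.38 at 15 CpG.

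Imprinting control regions (ICRs) carry methylation on 1 parental allele, set in the germline or, for somatic ICRs, after fertilization. At 19 of 23 germline ICRs the signal differed at an adjusted p below 0.01 over all features tested (edgeR), and 21 of 23 passed when adjusted over the list alone. All of these calls were lower in iPSCs. Over the 23 germline ICRs the median log2 fold change was -5.95, with a range from -7.70 at KvDMR to -0.29 at the IG-DMR, and 16 ICRs were at or below -3. The 4 germline ICRs that did not pass over all features were Mcts2, H19, Igf2r DMR2 and the IG-DMR, and only Igf2r DMR2 and the IG-DMR did not pass over the list alone. The unadjusted p was below 0.05 at all 23. Peg1 and Nap1l5 lie on the part of chromosome 6 where iPSC replicate 1 had raised read depth, and kept 2.8% and 0.6% of the mean NSC signal in that library.

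Several ICRs differed between the iPSC libraries, among them Mcts2, Igf2r DMR2 and H19. Nnat, Peg13 and the somatic Meg3 DMR differed too, with Peg13 at 5.4% and 1.4% of the mean NSC signal in iPSC replicates 1 and 2. Mcts2 kept 48.0% of the mean NSC signal in iPSC replicate 1 and 1.0% in iPSC replicate 2, and Igf2r DMR2 kept 58.2% and 1.0%. H19 kept 17.3% in iPSC replicate 1 and 67.7% in iPSC replicate 2. Single libraries therefore decided the calls of Mcts2, Igf2r DMR2 and H19. Mcts2 passed the threshold without iPSC replicate 1 (log2 fold change -6.67) and without iPSC replicate 2 (-1.05), Igf2r DMR2 passed without iPSC replicate 1 (-6.65), and H19 passed without iPSC replicate 2 (-2.52). Merging window p-values by their harmonic mean added Mcts2 and Igf2r DMR2 to the calls. Nnat kept 31.4% and 6.9% of the NSC signal and passed the threshold under all alternatives except DESeq2, where its log2 fold change was -2.39 with an adjusted p of 0.0153, against a range from 4.15e-07 to 0.00392 under the other alternatives.

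**Figure D2:**
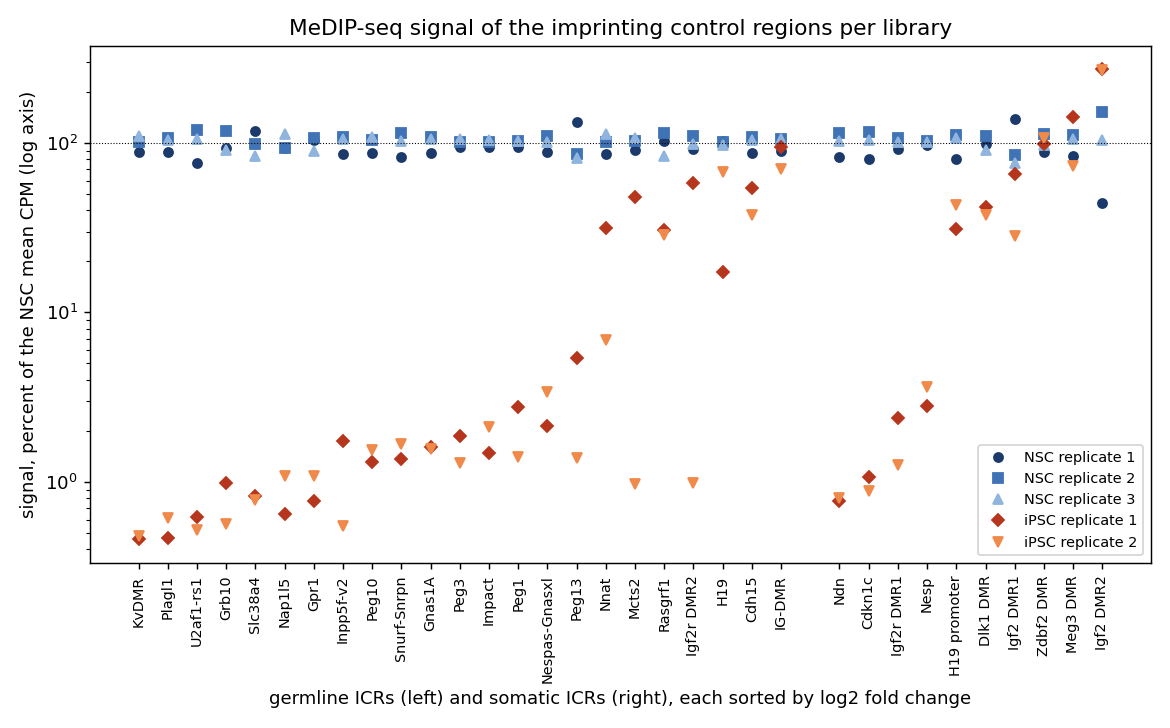
Signal of each ICR in each of the 5 libraries as a percent of the mean NSC CPM, on a log axis, with germline ICRs on the left and somatic ICRs on the right. The IG-DMR kept 94.2% and 69.7% of the NSC mean in iPSC replicates 1 and 2, while KvDMR kept 0.5% in each.

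Of 10 somatic ICRs, 7 passed the threshold over all features and over the list alone, 6 lower and 1 higher in iPSCs. Nesp, Ndn, Cdkn1c and Igf2r DMR1 were at or below -3 on the log2 scale, and the H19 promoter and the Dlk1 DMR fell by 1.43 and 1.33. Igf2 DMR2 was the ICR with the higher signal, with a log2 fold change of 1.44 and an adjusted p of 0.00336 (edgeR). Its NSC values ranged from 0.420 to 1.46 CPM, and it did not pass under the replicate block, without NSC replicate 3, without iPSC replicate 1, without iPSC replicate 2 or under DESeq2, with log2 fold changes from 1.08 to 1.89 over all alternatives. Zdbf2 DMR, Igf2 DMR1 and Meg3 DMR did not pass.

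The Dlk1-Dio3 cluster on chromosome 12 is controlled by the IG-DMR, a germline ICR methylated on the paternal allele, and holds 2 somatic DMRs. The IG-DMR (109526701 to 109529800, 25 windows, 90 CpG) had 22.1, 25.7 and 25.8 CPM in NSC replicates 1 to 3, and 23.1 and 17.1 CPM in iPSC replicates 1 and 2. Its log2 fold change was -0.29 ± 0.14 (SE), with an edgeR p of 0.0499, an adjusted p of 0.2 over all features and 0.0531 over the list alone. The ranges of the groups overlapped, so the difference was within the spread between replicates. The sign of the change depended on the scaling, with 0.05 under library size alone. Of its 25 windows 16 were below 0, and 1 passed the threshold, with a higher signal in iPSCs. The other 22 germline ICRs had a median of -5.96 and a highest value of -1.12, so the IG-DMR lay 5.67 above their median on the log2 scale and none of them lay above it. This difference was from 5.65 to 5.81 under 12 alternatives and 6.12 with the mean window values used with the harmonic mean.

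The Dlk1 DMR (109459801 to 109460100) fell from 3.08 ± 0.309 CPM (SD, n = 3) to 1.23 ± 0.0981 (SD, n = 2), a log2 fold change of -1.33 ± 0.18 (SE) with an adjusted p of 5.80e-05 (edgeR), and was lower in each iPSC library than in each NSC library. The Meg3 DMR (109539901 to 109543200) had 6.68 ± 0.972 CPM in NSCs and 7.15 ± 3.23 in iPSCs, a log2 fold change of 0.10 ± 0.21 (SE) with an adjusted p of 0.826. The iPSC libraries lay on opposite sides of the NSC mean, at 141.3% and 72.9% of it, and the sign of the change turned to -0.45 without iPSC replicate 1 and to -0.01 without NSC replicate 1.

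**Figure D3:**
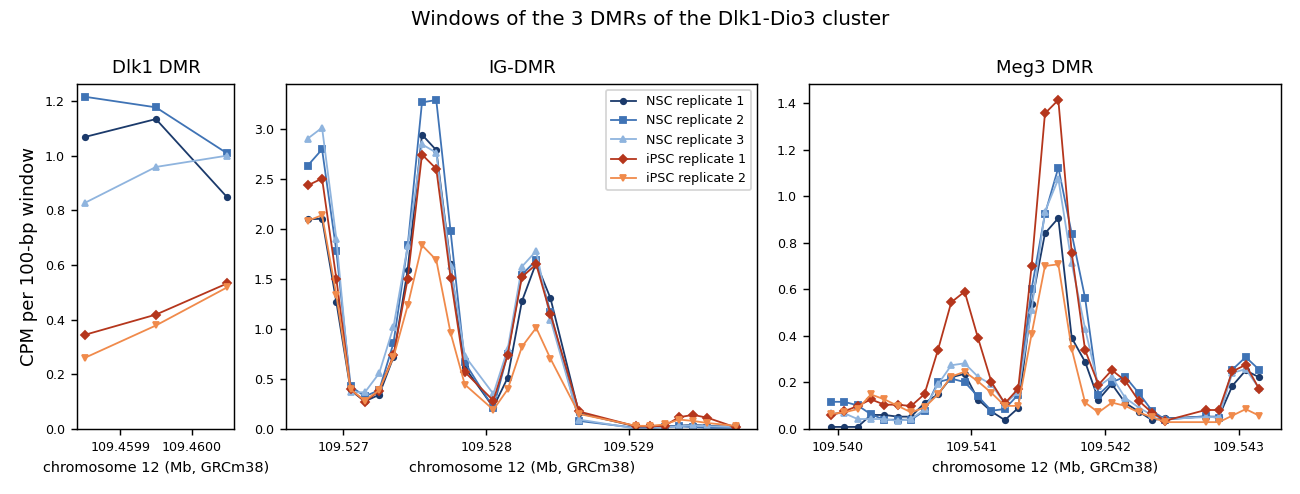
CPM of each 100-bp window along the Dlk1 DMR, IG-DMR and Meg3 DMR on chromosome 12 in the 5 libraries. The iPSC libraries lie below the NSC libraries in the 3 windows of the Dlk1 DMR, and overlap them along most of the IG-DMR.

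Within 1 kb of the transcription start, 4 of the 7 genes of the cluster passed the threshold. The promoters of Begain, Dlk1 and Dio3 had log2 fold changes of -4.44, -5.58 and -5.93 and were lower in both iPSC libraries. The Rtl1 promoter was higher, with a log2 fold change of 0.88 and an adjusted p of 0.00728 (edgeR), but did not pass under the replicate block, under the harmonic mean or without NSC replicate 1, NSC replicate 3, iPSC replicate 1 or iPSC replicate 2, with log2 fold changes from 0.70 to 1.22 over all alternatives. Meg3, Rian and Mirg did not pass, with 0.19, 0.78 and 0.59. Genome-wide, 7715 of 20810 promoters of protein-coding genes passed, 93.5% of them lower in iPSCs, with a median log2 fold change of -0.64 over all promoters.

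Chromosome X held 2.67% ± 0.150 (SD, n = 3) of the counts in NSCs and 1.89% ± 0.0274 (SD, n = 2) in iPSCs, and windows assigned to chromosome Y held 0.137% ± 0.00606 and 0.109% ± 0.000370, each with a two-sided exact permutation p of 0.1. The donor cultures were female per the methods of the study, so the counts on chromosome Y are no measure of its copies. Counts in low-signal windows, those with 1 or 2 CpG and a mean signal below the median, were compared in bins of 5 Mb. On chromosome 6 the ratio of iPSC replicate 1 to iPSC replicate 2 was 0.976 before about 10 Mb and 1.41 after it, and on chromosome 14 it was 0.591 after about 98 Mb. On autosomes other than 1, 6 and 14 the ratio stayed between 0.896 and 1.07 in all 406 bins. On chromosome X the median ratio to the NSC mean was 0.729 in each iPSC library, and in the bins of chromosome Y the ratios of the iPSC libraries lay between 0.947 and 1.07. Values from features on chromosomes 6, 14 and X carry these differences in depth.

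**Figure D4:**
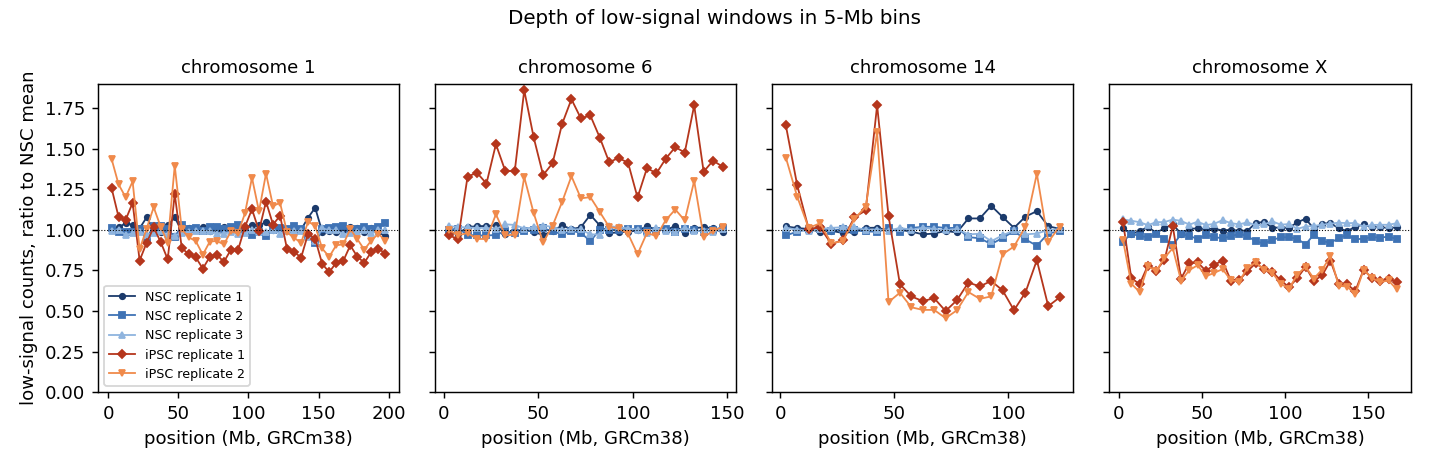
Counts in low-signal windows per 5-Mb bin along chromosomes 1, 6, 14 and X, as the ratio to the NSC mean after scaling, for each library. On chromosome 6, iPSC replicate 1 lies above iPSC replicate 2 in the 28 bins after the step, with ratios between them from 1.35 to 1.46.

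The introduced genes were measured in every library, although they were not named in advance for the text. Over coding exons Pou5f1 (chromosome 17, 35506018 to 35510772) had 2.31, 2.39 and 2.21 CPM in NSCs and 2.64 and 2.65 in iPSCs, a log2 ratio of the group means of 0.20, while its introns had a log2 ratio of -2.03. Klf4 (chromosome 4, 55527143 to 55532466) had from 2.88 to 28.9 CPM over coding exons in the NSC libraries and 23.8 and 5.11 in the iPSC libraries, a log2 ratio of -0.14 that lay within the spread of the NSC libraries, while its introns had a log2 ratio of -3.78.

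**Figure D5:**
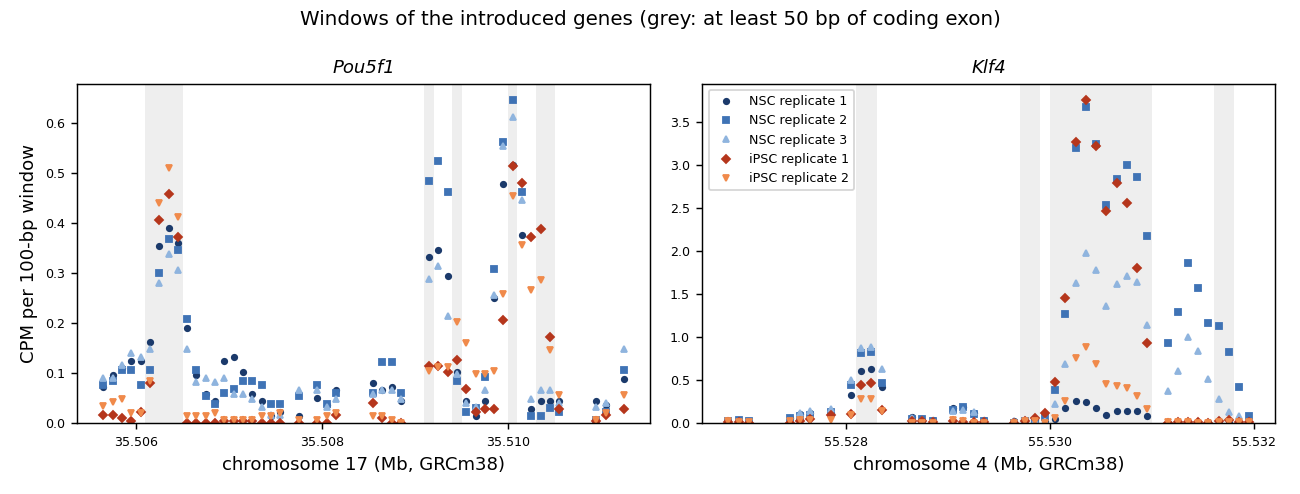
CPM of each 100-bp window along Pou5f1 and Klf4 in the 5 libraries, with windows holding at least 50 bp of coding exon in grey. In Klf4 the NSC libraries range from 2.88 to 28.9 CPM summed over coding exon windows.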

Values the study reported

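The study counted 11,865 regions with hypomethylation in iPSCs, or 97% of its differential regions, and 362 regions with hypermethylation. It described 24 of 25 germline ICRs (96%) and 7 of 13 somatic ICRs (54%) as hypomethylated in iPSCs. Positions could be read for 23 germline intervals here, and 10 distinct somatic intervals were tested. The study also merged window p-values by their harmonic mean, whereas summed counts were the main test here. Merging in that way added Mcts2 and Igf2r DMR2 to the calls, as given above. The fractions are therefore not directly comparable with those above, in intervals or in test.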

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

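The alternatives without chromosomes 6, 14 and X, those of the cluster promoters, those of the difference between the IG-DMR and the other germline ICRs except the medians of window values, and the leave-one-out values of the CpG share and the chromosome X share were chosen after seeing the data; the others were planned before the data were examined.

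The number of windows past the threshold was within 1.5 times the value in the report under 8 alternatives and moved further under 6. It was 80983 under the replicate block, 899351 at an adjusted p below 0.05 and 211211 under the authors' deposited adjusted p, which multiplies p by the number of windows, whereas Benjamini-Hochberg over the deposited p gave 641445. Leaving out 1 library gave from 211482 to 446676 windows. The block leaves 1 residual degree of freedom, and leaving out 1 iPSC library leaves a single one that is assumed to vary like the NSC libraries. Of the 540009 windows in the report, 80959 were shared with the block, 38.9% to 77.7% with the leave-one-out fits, 77.3% with library size alone, 91.7% and 95.9% with TMM factors from 10-kb bins and DESeq2 size factors, and 537300 windows with Benjamini-Hochberg over the deposited p. The majority of calls was lower in iPSCs under each of these alternatives, with the smallest share, 56.7%, under library size alone.

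The number of regions stayed within 1.5 times under 15 alternatives, from 31765 without iPSC replicate 2 to 69161 at an adjusted p below 0.05. It was 14355 with the top 1% of windows, 73315 with the top 10% and 8912 with regions touching CpG islands or shores alone, 3 settings that change how many regions are tested. The share of lower calls ran from 80.4% under library size alone to 98.9% in islands and shores.

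The IG-DMR change did not pass the threshold of 0.01 under any alternative, with adjusted p-values from 0.0418 under the harmonic mean, which is below the looser threshold of 0.05, to 0.834 without iPSC replicate 2. Its sign reversed to 0.05 under library size alone, where the scaling moved the median of all windows by 0.33, and to 0.21 as the mean of window values used with the harmonic mean p, where weak windows weigh as much as strong ones. Leaving out 1 library gave from -0.52 to -0.08. The Meg3 DMR change did not pass under any alternative, and leaving out 1 library gave from -0.45 to 0.51; the value without NSC replicate 1 was -0.01, and the cause was not tested. The Dlk1 DMR change kept its direction and stayed past the threshold under its 12 alternatives, from -1.41 to -0.99. The difference between the IG-DMR and the median of the other germline ICRs kept its sign under 13 alternatives, and moved to 6.12 with the mean window values of the harmonic mean alternative.

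The numbers of germline and somatic ICRs stayed from 18 to 21 and from 6 to 7 under 12 alternatives, and that of the cluster promoters from 3 to 4. The difference in the share of counts in windows with at least 5 CpG was -8.20 percentage points, from -8.61 to -7.84 without 1 library and -9.01 with at least 3 CpG. The difference in the chromosome X share was -0.77, from -0.86 to -0.72 without 1 library.

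Analyses without a low-count filter, of ICRs over all possible windows and of the X share over all windows were not run, as the table starts at 10 counts per window. Windows with 1 CpG had a mean of 7.89 counts per library, so that small changes there were not detectable at this depth.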

Other observations

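The tests of read depth on chromosomes 1, 6 and 14, of fewer copies of chromosome X, of NSC DNA and of counting noise at ICRs, of weaker enrichment and of ordinary differences between exons and introns were chosen only after the results were seen, or had their reading changed then; the others were set down before.

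The number of regions lower in iPSCs was 43533. That is higher than the value quoted from the study above. The number of regions higher in iPSCs was 2983. That is higher than the value quoted from the study above. These regions were not restricted to CpG islands and shores, as those of the study were. With that restriction 8411 regions were lower and 77 were higher in iPSCs. Both are lower than the values quoted from the study above.

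Read depth in iPSC replicate 1 rose over most of chromosome 6. The ratio of iPSC replicate 1 to iPSC replicate 2 in low-signal windows was 0.98 before the step near 10 Mb, which argues against library depth or normalization, since these would shift the whole chromosome. The smallest ratio over 5 classes of GC share after the step was 1.397, which argues against GC bias. It was 1.41 in low-signal windows and 1.412 in the strongest windows, which argues against a change in methylation that grows with enrichment. The 28 bins of 5 Mb after the step had ratios from 1.35 to 1.46, and low-signal CpG island windows had a ratio of 1.32. A candidate explanation is a gain of copies of most of chromosome 6 in a share of the cells of iPSC replicate 1. No karyotype was used here, and strain variants were not tested. The study counted chromosomes in iPSC clones, described most lines as normal and excluded abnormal lines from later work. Whether the sequenced cultures were among the counted lines is not stated. This reported evidence bears on the other copy-number readings below as well.

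On chromosome 14 after about 98 Mb the ratio of iPSC replicate 1 to iPSC replicate 2 was at most 0.601 over the classes of GC share, which argues against GC bias, and 0.58 in low-signal windows against 0.644 in the strongest, which argues against a methylation change that grows with enrichment. It was 0.58 in low-signal CpG island windows, and all 5 bins were under 0.8. A loss of copies in iPSC replicate 1 is a candidate explanation. From 50 to 95 Mb the iPSC libraries were both lower than the NSC mean, with ratios from 0.456 to 0.685, and from 45 to 50 Mb iPSC replicate 2 had 0.555 while iPSC replicate 1 had 1.086. No explanation was tested for these values from 45 to 95 Mb.

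On chromosome 1 the median ratio of iPSC replicate 1 to iPSC replicate 2 was 0.901, while the medians of autosomes other than 1, 6 and 14 ran from 0.971 to 1.03. It was at most 0.91 over the classes of GC share, which argues against GC bias, and 0.901 in low-signal windows against 0.926 in the strongest, which argues against a methylation change that grows with enrichment. It was 0.892 in low-signal CpG island windows, and the 40 bins had ratios from 0.849 to 0.939. A loss of copies in a share of the cells of iPSC replicate 1 is a candidate explanation.

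On chromosome X the ratio to the NSC mean in low-signal windows with 1 CpG was at most 0.71 in the iPSC libraries, which argues against a methylation loss that grows with CpG density as the whole cause. Ratios in iPSC replicates 1 and 2 were 0.667 and 0.665 in the strongest 5% of windows. They were 0.681 and 0.693 in windows with at least 5 CpG. Fewer copies would give such like ratios across classes, but the island windows below did not share them. Fewer copies of chromosome X per cell and a loss of methylation there cannot be told apart, since low-signal CpG island windows had a ratio of 0.13 in only 27 windows, far below the ratio of the other windows, and islands of an inactive X are methylated themselves. This value was first read as favouring fewer copies. The study reported lower Xist and higher Tsix RNA in its iPSCs and read this as reactivation of the inactive X, which was not examined here.

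Mcts2, Igf2r DMR2 and H19 were kept by 1 iPSC library only. In each iPSC library another germline ICR fell to 0.5% of the NSC mean or less, which argues against NSC or other somatic DNA in the iPSC libraries. The surrounding 1 Mb had a log2 ratio between the iPSC libraries of at most 0.05 in size, against -1.96 to 5.82 at these ICRs, which argues against copy number. Both ICRs with at least 200 matched bins, Igf2r DMR2 and H19, lay outside the middle 99% of these bins (2 of 2), which argues against counting noise. Mcts2 had 111 matched bins and was left out of this count after they had been seen. Nnat, Peg13 and the Meg3 DMR also lay outside the middle 99% of their matched bins. Their log2 ratios between the iPSC libraries were 2.19, 1.96 and 0.95, and they were not part of this count or of the tests above. The values may reflect a difference between the 2 iPSC cultures, in clones, passage or parental alleles, none of which was tested. In the deposited table the libraries numbered 1 carry the prefix BC and the others CB, which the labels do not explain. If these stood for different crosses, the iPSC libraries would also differ in cross, and this stays open.

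The change of the IG-DMR lay at the 78.4th percentile of 6458 bins of 1 kb with like CpG count per window and like NSC signal, whose median was -0.59. Its small change is thus consistent with that of genomic bins of the same CpG density and signal. The other germline ICRs had a median percentile of 12.3 among their matched bins, with 6 of 21 below the 5th percentile and 18 of 21 below the 50th. Loss at imprinted regions in particular and loss that follows from CpG density and signal cannot be told apart by this value. The list lies lower than its matched bins, and 6 of 21 ICRs fall below their 5th percentile. The others stay between the 5th and 95th percentiles.

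Most of the windows and regions past the threshold were lower in iPSCs, while the median log2 fold change over all windows was 0.04. The TMM scaling was computed on these same windows and draws their typical change toward 0. This median is therefore no measure of a change in total methylation. A first test of weaker enrichment in the iPSC libraries compared a high percentile of the signal in windows of equal CpG count, which was 0.98 times the NSC value at 1 CpG and 0.189 times at 10 CpG under library size scaling, and decided nothing. A second test used 4324 windows of 8 to 10 CpG and like NSC signal. Their log2 fold changes had an interquartile range of 4.22, against 0.47 between the iPSC libraries and 0.29 between NSC replicates 1 and 2. Weaker enrichment would lower such windows together, so this argues against it as the whole cause. Enrichment and composition may still differ in part, since library size scaling reduced the lower share of windows to 56.7%.

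Signal over the coding exons of Pou5f1 and Klf4 was higher relative to their introns in iPSCs, by at least 2.23 on the log2 scale. Ordinary differences between exons and introns are a poor account of this, as the lower of the percentiles was 99.4 among 14765 protein-coding genes. In the last exon of Pou5f1 the window from 35510301 to 35510400, singled out after its values were seen, had 0.0442, 0.0154 and 0.0662 CPM in the NSC libraries and 0.390 and 0.287 in the iPSC libraries, a rise that methylation kept from NSCs does not predict. Reads from the retroviral vectors, which hold coding sequence without introns, and methylation that was kept or gained at the exons themselves cannot be told apart for both genes as a set, since vector reads were taken in advance to raise the coding exons in both iPSC libraries, and those of Klf4 did not rise. How exon and intron windows were summed was set after the windows had been seen. Myc had a difference of -3.50 with only 4 intron windows, and Sox2 has no intron. The NSC libraries differed from each other at Klf4, from 2.88 to 28.9 CPM, and reads shared with pseudogenes of Pou5f1 were not tested.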
